A study of Gallus gallus with 24 samples. Its data were reported in "Transcriptional analysis of abdominal fat in chickens divergently selected on bodyweight at two ages reveals novel mechanisms controlling adiposity: validating visceral adipose tissue as a dynamic endocrine and metabolic organ" (2017).

How the data were processed

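Gene expression was measured in abdominal fat of cockerels from a pair of chicken lines bred apart for body weight, a high-growth line (HG) and a low-growth line (LG), at 6 ages, every 2 wk from 1 to 11 wk. Each of the 24 arrays was a 2-colour spotted cDNA array hybridised with RNA of 1 HG bird and 1 LG bird of the same age, so that 48 birds were measured and n counts arrays, 4 at each age. Per the labels, the red dye marked the LG bird on the arrays numbered 1 and 3 of an age and the HG bird on those numbered 2 and 4, which gives 2 arrays of each dye orientation per age. Birds of different arrays were separate animals. Because both birds of an array had the same age, a ratio holds the difference between the lines and its change with age, and the effect of age itself was not estimated.

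The study's methods describe scanning at the wavelengths of both dyes, removal of poor spots by hand, LOWESS normalization of log2 intensities within each array and a 2-way analysis of variance. The deposited values, as log2 ratios of red over green per spot, were not those normalized values: the median log2 ratio of an array ranged from -0.336 to 0.32, and the values had the form of logs of unnormalized GenePix ratios. Each array held 19200 spots. Over all arrays 20191 values (4.38%) had no ratio and 2190 (0.48%) stood at the ceiling that the image software writes where it cannot form a ratio, and both kinds were set to missing, which left 17380 to 18529 measured spots per array. Intensities and background were not used here, so neither LOWESS nor a limit on dim spots could be applied, and the precision of a value rests on the number of arrays. Whether red stood over green was not written beside the values. The direction was taken as likely from the ratio that the software defines, the dyes in the labels and the wavelengths in the methods, and it gave SCD higher and TGM2 lower in HG, as the study describes them. Every sign below rests on that reading.

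Spots were named through the platform's annotation of the time, which listed 1 symbol for 10601 spots and none for 8599. The spot identifiers of the value table and of the annotation held their last 2 numbers in exchanged order. This was found from the data: read in the exchanged order, annotated spots were missing on fewer arrays than spots without annotation (0.621 against 1.837 arrays on average), and spots of the same gene correlated better (mean r of 0.069 across spot pairs, against 0.01 in the order as given and 0.004 for random pairs). The exchanged order was used throughout. For 10455 named spots (98.6%) the gene identifier was current in the reference table, and no symbol changed. A single accession, listed as STUB1, stood at 94 spots, so that values under that symbol are uncertain and none is reported. A spot with no symbol listed is unnamed here, not without a gene. No genome was used, and no coordinates are given.

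Each array's log2 ratios were centred on their median and turned to HG over LG. The plan fixed before the data were examined took the values as deposited. Centring, listed there as an alternative, became the reported setting once the unequal array medians had been seen, before any call was counted, and the uncentred values are now an alternative. Probes measured on at least 3 arrays of every age were kept, 16895 in all, of which 9945 had a symbol. Probes of 1 symbol were averaged to 6184 genes, 2539 of them on more than 1 probe. The median residual SD was 0.367 for probes and 0.33 for genes, on the log2 scale.

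Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes), with 6 age coefficients and 1 dye coefficient. The genotype effect was the mean of the 6 age coefficients, each age's coefficient was tested against 0, and the interaction of genotype and age was a moderated F test over 5 differences between ages. All 24 arrays shared an estimate of the spread. Adjusted p-values are limma's after Benjamini-Hochberg correction within a comparison, with a threshold of 0.05 and no limit on fold. Counts of probes are given first, and values of named genes come from the gene-level fit. Standard errors (SE) are those of the model, and SD is the spread of the 4 arrays of an age after the dye coefficient was removed. The number of arrays on which HG was higher was counted before that removal. A fold is the ratio of the higher line to the lower.

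Gene lists written before the data were examined gave 26 that could be tested: 18 of processes, 2 of them drawn by the study from these same arrays, and 8 of markers of other cell types or neighbouring tissues. Lists with at least 3 measured genes were tested with limma's camera (preset correlation 0.01) for the genotype effect, each age and the linear trend with age, with Benjamini-Hochberg correction over the 26 lists. The list of mitochondrially encoded respiratory genes had 0 measured members. Camera takes no missing values, and these were filled with the model's fitted values, a choice made after camera on the 5664 complete genes had been looked at. The same tests with a correlation estimated from the data were an alternative. For some lists that estimate lay below the preset value, as for coagulation (-0.002) and sterol synthesis (-0.025). A weaker result of the alternative is then not due to a higher correlation between the genes. Fry was another, but it asks a different question. It tests a list against no change, where camera tests it against the other genes.

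The genes to name were set by rule beforehand. For the genotype effect they were the 10 genes with the largest ratio in each direction among those past the threshold with 1 sign at all ages. For the interaction they were the 10 genes with the smallest p. At each age they were up to 5 per direction, and for each list up to 4 members past the threshold or, where none passed, the 2 largest. A few genes of interest to the study were always included, and of these PPARD, CPT1A and PLG had no probe kept. Of the unnamed probes, the 2 with the largest ratio in each direction are given.

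The fits were tested on simulated values with 200 of 16895 probes changed. The noise was normal and independent between probes and arrays, with 1 SD per probe over all arrays and the fitted dye effect. For the genotype effect, a log2 change of 0.5 was recovered in 76% of the changed probes and a change of 1 in 91.5%, with 3.8% and 5.2% of the calls false. At 7 wk the shares recovered were 15% and 57.5% (6.2% and 5% of the calls false), and for the interaction 19.5% and 59.5% (9.3% and 3.3% false). Without any change, none of the 3 tests made a call. Genes that vary together and arrays of unequal quality were not simulated. These values therefore do not show the share of false calls on the real arrays.

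Alternatives set beforehand were a fit without the dye coefficient, one with the replicate number as a block, values as deposited, arrays scaled to a common spread, quantile normalization, other filters on missing spots, no or robust variance moderation, array weights, gene-level counts, 1 probe per gene, a threshold of 0.01, the arrays of a single age only, a t-test at 7 wk, and each array left out in turn. The study's t-test compared expression values between the lines for selected genes. The t-test here set the 4 array ratios of every probe against 0, so it does not show what the study's test would give. Centring of print blocks, a dye coefficient for each age, the omission of both arrays in doubt (replicate 2 of 1 wk and replicate 4 of 3 wk) and a genotype effect without 1 and 3 wk were added after the data had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.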

Results

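Abdominal fat of 24 HG and 24 LG cockerels was compared on 24 arrays, each of which set an HG bird against an LG bird of the same age. There were 4 arrays at each of the 6 ages between 1 and 11 wk. Each array gave 17380 to 18529 measured spots, and 16895 probes for 6184 named genes and for spots with no listed symbol entered the tests. Values are log2 ratios of HG over LG after each array was centred on its median, so a positive value means higher in HG and any change is relative to the median spot. The direction of the ratios is likely rather than certain, as the methods above explain, and a turned sign would exchange higher and lower everywhere. Among genes the study listed from these arrays, 6 of the 7 measured of those higher in HG were positive here. All 5 measured of those lower in HG were negative. Both argue against a turned sign, as far as the study's own signs hold.

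The first comparison asked which genes differed between the HG and the LG line over the whole period. SCD, the desaturase that makes monounsaturated fatty acids, was 2.2-fold higher in HG (log2 1.14, SE 0.10, adjusted p = 2.66e-06) and higher on all 24 of 24 arrays. Next among the genes that rose in HG with 1 sign at every age were GCLM, a subunit of the enzyme that makes the glutathione precursor (1.75-fold, SE 0.20 on the log2 scale, 20 of 24 arrays), MGST1, a membrane glutathione transferase (1.64-fold, SE 0.12, 21 arrays), and the chromatin protein ARID4B (1.6-fold, SE 0.13, 19 arrays). UQCRB, a subunit of respiratory complex III, was 1.51-fold higher (SE 0.07, 23 arrays), and NFASC, a cell adhesion protein, 1.41-fold (SE 0.07, 22 arrays). The remaining members of this group were FAM21C (1.44-fold), LOC395611 (1.42-fold), the secretory kinase FAM20C (1.4-fold) and SH3BGRL (1.31-fold), with adjusted p-values from 4.16e-05 (UQCRB) to 0.0358 (GCLM) for the 9 genes after SCD.

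MED27, a subunit of the Mediator complex, was the most reduced named gene in HG, at a log2 ratio of -2.10 (4.3-fold lower, SE 0.20, adjusted p = 4.14e-06), and was higher in HG on 1 of 24 arrays. TIMP4, an inhibitor of matrix metalloproteinases, fell 2.29-fold (log2 -1.20, SE 0.13, higher on 2 of 24 arrays), and the steroid dehydrogenase HSD11B1B fell 2.3-fold (log2 -1.20, SE 0.25, 3 of 23 arrays). TGM2, the tissue transglutaminase that cross-links proteins, fell 2.03-fold (log2 -1.02, SE 0.08, adjusted p = 3.28e-07) and was lower in HG on every one of the 24 arrays. The prostaglandin transporter SLCO2A1 was 1.61-fold lower (SE 0.06), the complement gene C4A 1.54-fold (SE 0.10), GNLY 1.5-fold (SE 0.10), the DNA annealing helicase SMARCAL1 1.43-fold (SE 0.07), the smooth muscle light chain MYL9 1.43-fold (SE 0.12) and the homeobox gene HOXB3 1.38-fold (SE 0.08). These 6 genes had adjusted p-values from 2.66e-06 (SLCO2A1) to 0.0296 (MYL9), and HG was higher on 2 (SLCO2A1) to 7 (MYL9) of the 24 arrays.

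**Figure D1:**
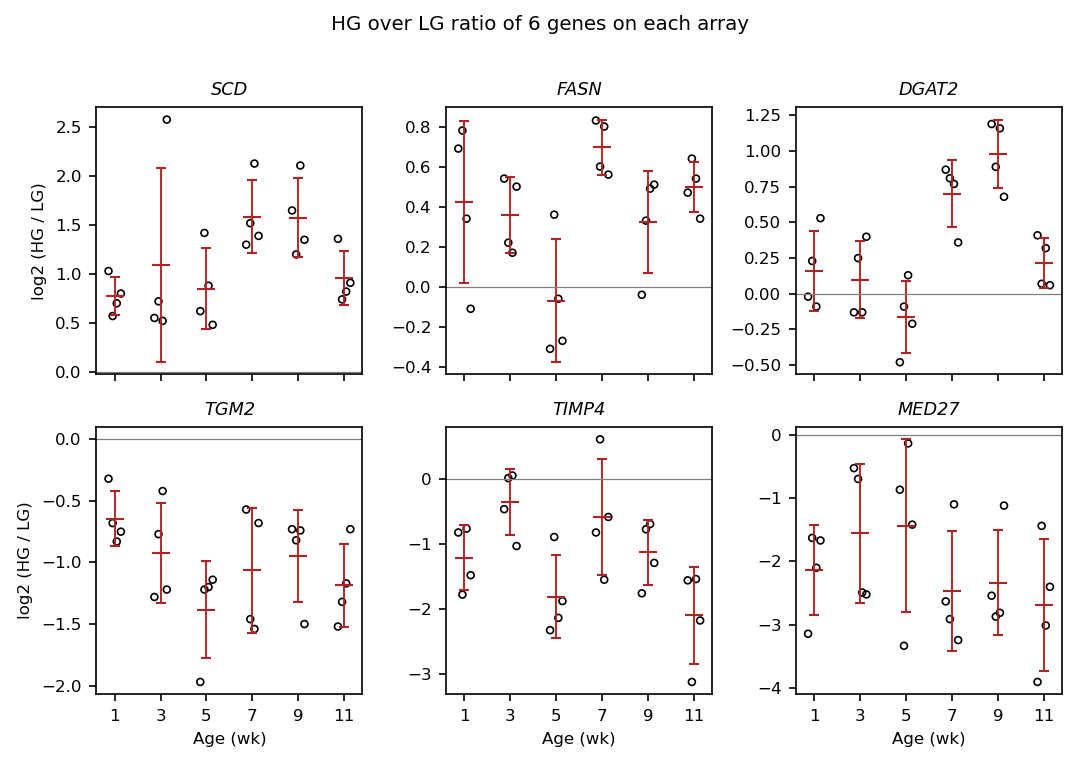
Log2 ratio of HG over LG (vertical axis) at each age in wk (horizontal axis) for 6 genes. Circles are single arrays after the fitted dye effect was removed, 4 per age, red dashes are their mean, red bars are 1 SD, and the scale differs between panels. SCD stays above 0 on all 24 arrays and TGM2 below 0 on all 24, while DGAT2 has its highest means at 7 wk (0.70) and 9 wk (0.98).

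In total 418 of 16895 probes passed for the genotype effect in limma, 165 higher and 253 lower in HG. The unadjusted p was under 0.05 for 2047 probes, where 845 would be reached by chance. Of the called probes 223 carried a symbol, for 202 genes, and at gene level 126 of 6184 genes passed (57 higher, 69 lower). Among probes with no listed symbol the largest ratios were 3.43 (SE 0.20) and 3.21 (SE 0.19), both higher in HG on 24 of 24 arrays (adjusted p = 3.67e-09), and -4.89 (SE 0.75, adjusted p = 0.00117) and -4.62 (SE 0.64, adjusted p = 0.000398). The count was 158 without the dye coefficient (60 higher, 98 lower), 308 with values as deposited (154 higher, 154 lower) and 662 with array weights, where the majority turned (354 higher, 308 lower). GCLM lost its call without any 1 of 15 of the 24 arrays (adjusted p up to 0.0722), FAM21C without any 1 of 13 (up to 0.0649) and MYL9 without any 1 of 9 (up to 0.0593), without the dye coefficient (0.193) and without a filter on missing spots, where its ratio was -0.27 (0.234), ARID4B lost it without the 1 and 3 wk arrays (0.0595), and SH3BGRL without the dye coefficient (0.0699).

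Genes of fatty acid and triglyceride synthesis rose together in HG in the mean over the ages, though their list did not pass at 3, 5 or 11 wk. Of 19 measured members 17 had a positive ratio (median log2 0.10), and 5 were past the threshold, all higher in HG (6 adjusted over the list alone). Besides SCD these were FASN, which builds palmitate (log2 0.37, SE 0.05, adjusted p = 0.000712, 21 of 24 arrays), CDS2, which makes CDP-diacylglycerol (0.35, SE 0.05), DGAT2, which adds the last acyl chain of a triglyceride (0.33, SE 0.05, adjusted p = 0.0012, 17 arrays), and the desaturase FADS2 (0.33). The list passed camera at an adjusted p of 1.18e-07 and at an adjusted p of 0.00165 with an estimated correlation. Fry, which tests against no change, gave an adjusted p of 1.23e-06. Sterol synthesis was also higher (11 of 16 positive, median 0.06, adjusted p = 0.0218, and 0.0465 with an estimated correlation), with 1 member past the threshold (3 adjusted over the list alone). That member, HSD17B7 (0.28, SE 0.07, adjusted p = 0.0448), had 1 of 3 probes with the opposite sign and lost its call without any 1 of 19 of the 24 arrays (up to 0.0873), and the sterol list lost its call with 1 probe per gene (0.345). CDS2 lost its call without the dye coefficient (0.0696). Of the fatty acid list's members 2, SCD and FASN, are also on a list that the study drew from these arrays. The study reports CDS2, DGAT2 and FADS2 from these birds too, so this list is not independent of the study's findings.

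The lists next to these in fat metabolism showed less. PNPLA2, the lipase that starts the breakdown of stored triglyceride, fell in HG (log2 -0.76, SE 0.11, adjusted p = 0.000712, higher on 4 of 24 arrays), but the 6 lipolysis genes were not shifted as a list (median 0.02, adjusted p = 0.446), and PNPLA2 was the sole member called (also 1 adjusted over the list alone). None of 12 genes of adipocyte differentiation and lipid uptake passed over all genes or adjusted over the list alone (0), with a median of 0.08 and a list p of 0.283. CD36, a fatty acid transporter, was at 0.25 (adjusted p = 0.377) and PNPLA3 at 0.18 (0.166), and the regulators PPARG (0.14, SE 0.08, adjusted p = 0.541) and CEBPA (-0.01, adjusted p = 0.949, 1 of 2 probes opposite) were not called. CD36 was called without replicate 1 of 5 wk (0.0208) and PNPLA3 without replicate 2 of 1 wk (0.0147). Fatty acid oxidation and ketogenesis had 16 of 27 members below 0 (median -0.03, list adjusted p = 0.0978), with 0 called in either way. Its largest values were ACAA1 (-0.40, adjusted p = 0.681) and ACADS (0.38, adjusted p = 0.327), PDK4 was at -0.12 (0.46, 1 of 2 probes opposite), and the list passed without replicate 2 or 3 of 5 wk (0.0484 and 0.0406), over probes on all 24 arrays (0.0415) and with 1 probe per gene (0.0356). Of 44 nuclear genes of oxidative phosphorylation 27 were positive (median 0.04, adjusted p = 0.292) and only UQCRB passed, as it did adjusted over the list alone (1). Glycolysis and gluconeogenesis (21 genes, median 0.03, adjusted p = 0.446) had HK1, a hexokinase, as its 1 call over all genes and adjusted over the list alone (0.22, SE 0.05, adjusted p = 0.0375), which was lost without any 1 of 15 of the 24 arrays (up to 0.0763).

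Genes of the oxidative stress response were higher in HG, with 20 of 22 positive (median 0.08), 4 past the threshold and 5 adjusted over the list alone. These were GCLM, MGST1, the iron store subunit FTH1 (log2 0.24, SE 0.05, adjusted p = 0.0102, 19 of 24 arrays) and the superoxide dismutase SOD1 (0.23, SE 0.05, adjusted p = 0.0184, 19 arrays). The list passed at 0.000249, and at an adjusted p of 0.0374 with an estimated correlation. Genes of the interferon response and antigen presentation were lower in HG, with 9 of 13 negative (median -0.13), 4 past the threshold and 4 adjusted over the list alone. These were B2M, the light chain of MHC class I (-0.49, SE 0.11, adjusted p = 0.0155, higher on 6 arrays), the chicken class I genes BF1 (-0.33, SE 0.07, 0.0219, 8 arrays) and BF2 (-0.21, SE 0.05, 0.0252, 5 arrays, 3 of 13 probes opposite), and GBP1, an interferon-induced GTPase (-0.24, SE 0.06, 0.027, 6 arrays). The list passed at 3.59e-05, and at an adjusted p of 0.0145 with an estimated correlation. With 1 probe per gene the calls of B2M (0.123), BF2 (0.882), GBP1 (0.612) and FTH1 (0.0534) ended, those of BF1 (0.172) and SOD1 (0.0815) ended without the dye coefficient, and GBP1 also lost its call without replicate 2 of 1 wk, 1 or 4 of 3 wk, or 1 or 3 of 7 wk (up to 0.0551).

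Extracellular matrix genes had 30 of 33 positive ratios (median 0.06) and passed camera at 0.000311, but at an adjusted p of 0.208 with an estimated correlation the call was lost. Its 1 called member (4 adjusted over the list alone) was CCDC80, a secreted matrix protein (0.62, SE 0.15, adjusted p = 0.0296, 21 of 24 arrays), lost without any 1 of 10 of the 24 arrays (up to 0.0602), and THBS2 stood at 0.36 (SE 0.18, adjusted p = 0.415). The 28 proteasome genes passed at 0.0475 (22 positive, median 0.04, 0 called and 0 adjusted over the list alone), which was lost at an adjusted p of 0.177 with an estimated correlation and without any 1 of 13 of the 24 arrays (up to 0.125). Their largest values were PSMD7 (0.32, adjusted p = 0.359) and PSMA2 (0.25, adjusted p = 0.244). Coagulation and fibrinolysis was lower (9 of 13 negative, median -0.12, list adjusted p = 0.0317, 0 called and 0 adjusted over the list alone), with SERPIND1, a thrombin inhibitor, at -0.68 (SE 0.23, adjusted p = 0.166), prothrombin F2 at -0.75 (SE 0.51, adjusted p = 0.617) and the fibrinogen chain FGA at -0.47 (SE 0.24, adjusted p = 0.437). That list's call was lost at an adjusted p of 0.067 with an estimated correlation, and without replicate 3 of 3 wk (0.0772), 1 of 5 wk (0.0786), 4 of 7 wk (0.062), 4 of 9 wk (0.0506) or 1 of 11 wk (0.0677), and SERPIND1 was called without replicate 2 of 11 wk (0.0406). The estimate for the coagulation list was -0.002, below the preset 0.01, so correlation between its genes does not account for the first of these losses.

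The 46 ribosomal protein genes showed no shift over the ages together (23 positive, 23 negative, median 0, adjusted p = 0.763), with RPL23 at 0.23 (adjusted p = 0.208) and RPS24 at 0.23 (0.505). Translation factors (27 genes, median 0.01, adjusted p = 0.446) had 0 calls over all genes and 1 adjusted over the list alone, with EIF4H at 0.21 (adjusted p = 0.0599) and EIF3E at 0.15 (0.584). EIF4H was called without replicate 3 of 1 wk (0.00897), 4 of 5 wk (0.044) or 2 of 9 wk (0.028). Cell cycle genes (23 genes, median 0.03, adjusted p = 0.529) had 1 call over all genes and adjusted over the list alone, the G1 cyclin CCND1 (0.23, SE 0.04, adjusted p = 0.00264, 21 of 24 arrays). Chaperones of the endoplasmic reticulum (14 genes, median -0.01, adjusted p = 0.446) had none by either count (0), with ERP29 at 0.24 (adjusted p = 0.77) and HSP90B1 at -0.19 (0.327). Of the genes the study listed as highest in HG on these arrays 7 were measured, and 5 passed, all higher (5 adjusted over the list alone), among them the lipase ABHD3 (0.76, SE 0.11, adjusted p = 0.000712, 22 arrays). Of those it listed as lowest, 5 were measured and 3 passed, all lower (4 adjusted over the list alone), among them SESTD1 (-0.45, SE 0.10, adjusted p = 0.0198, higher on 3 arrays), for which 2 of 3 probes had the opposite sign and whose call ended without the 1 and 3 wk arrays (0.153). Both lists passed camera (2.72e-10 and 8.47e-12, or 0.00156 and 3.18e-05 as adjusted p with an estimated correlation), but as they were chosen on these samples they are no independent evidence of a difference between the lines. Their signs bear only on which way the ratios were read.

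Markers of other cell types moved in part with the lines. Hepatocyte genes were lower in HG, with 21 of 26 negative (median -0.15), at an adjusted p of 0.000238, which was 0.147 with an estimated correlation and 0.0782 with fry. APOA1, a plasma lipoprotein gene, was their 1 call, also adjusted over the list alone (-0.25, SE 0.06, adjusted p = 0.0347, higher on 6 of 24 arrays, lost without any 1 of 13 of the 24 arrays, up to 0.0682), and ALB stood at -0.51 (SE 0.28, adjusted p = 0.492). This list shared 4 of its members with coagulation. Skeletal muscle genes had 16 of 18 positive ratios (median 0.07, adjusted p = 0.0288, and 0.395 as adjusted p with an estimated correlation), with CASQ2, a calcium store protein, as the 1 call by both counts (0.24, SE 0.05, adjusted p = 0.00856, 13 of 24 arrays, lost without the dye coefficient at 0.582). The muscle list's call ended without replicate 4 of 1 wk (0.0522), 4 of 3 wk (0.157), 4 of 7 wk (0.0622), 3 of 9 wk (0.175) or 3 of 11 wk (0.0795). Smooth muscle genes had 7 of 8 negative (median -0.09, adjusted p = 0.0153, and 0.177 as adjusted p with an estimated correlation), with MYL9 called (2 adjusted over the list alone).

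The other marker lists did not pass. Erythrocyte genes (6 genes, median 0.01, adjusted p = 0.979) held SLC4A1 at -0.07 and HBA1 at 0.07. Leukocyte genes (16 genes, median -0.02, adjusted p = 0.406) held C1QC at -0.35 (adjusted p = 0.259) and HCLS1 at 0.28 (0.301), and endothelial genes (11 genes, median -0.03, adjusted p = 0.446) held CDH5 at 0.21 (0.452) and EMCN at -0.20 (0.861). Pancreatic genes (5 genes, median 0.06, adjusted p = 0.763) held CPB1 at 0.15 and CTRC at -0.09, and gut genes (3 genes, median 0.08, adjusted p = 0.486) held ANPEP at 0.11 and EPCAM at 0.08. None of these members was called over all genes (0) or adjusted over the list alone (0). Of the 26 lists 12 passed camera for the genotype effect, 7 higher and 5 lower, 6 passed with an estimated correlation and 9 passed fry.

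At 1 and 3 wk the lines were compared in young chicks, and no single gene passed. SCD was at 0.78 (SD 0.19, n = 4, adjusted p = 0.558) at 1 wk and 1.09 (SD 1.00, n = 4, adjusted p = 0.845) at 3 wk, higher in HG on 4 of 4 arrays each time. At 1 wk the lists of fatty acid and triglyceride synthesis and of sterol synthesis were higher in HG, at adjusted p-values of 0.000881 and 0.00602 (both 0.0362 as adjusted p with an estimated correlation), and the sterol list lost its call with 1 probe per gene (0.101). Fatty acid oxidation was lower at 0.0209 (0.124 as adjusted p with an estimated correlation), matrix genes higher at 0.025 (0.51 in the same way) and ribosomal genes higher at 0.000881 (0.493 in the same way). At 3 wk matrix genes (0.0305, or 0.723 as adjusted p with an estimated correlation) and oxidative stress genes (0.0275, or 0.253 in the same way) were higher. The list of fatty acid and triglyceride synthesis did not pass camera at 3 wk (median 0.01, adjusted p = 0.198). In limma 0 probes passed at 1 wk, with 1183 under an unadjusted p of 0.05, and 0 at 3 wk, with 560, where 845 would be reached by chance at either age. From the 4 arrays of 1 wk or 3 wk alone it called 0 as well (1136 and 728 at that unadjusted p). The 3 wk count was 10 with arrays scaled to a common spread, 3 without replicate 1 of 5 wk or 2 of 11 wk, 2 without replicate 2 of 9 wk and 1 without replicate 2 of 5 wk or 3 of 7 wk, and the 1 wk count was 2 without replicate 1 of 1 wk. Without replicate 1, 2 or 3 of 1 wk the matrix call of that age was lost (up to 0.783), as was that of oxidation without 2 (0.277) or 4 (0.0685), and at 3 wk the matrix call ended without replicate 1, 2 or 4 (up to 0.201) and the oxidative stress call without 2 or 3 (up to 0.336).

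At 5 wk the called genes were mostly lower in HG. LOC422513 was 6.17-fold lower (log2 -2.62, SD 1.32, n = 4, adjusted p = 0.0331), TIMP4 3.5-fold lower (-1.81, SD 0.64, adjusted p = 0.0103), PNPLA2 3.42-fold lower (-1.77, SD 0.43, adjusted p = 0.00284) and C1S, a protease of the complement cascade, 2.86-fold lower (-1.51, SD 0.64, adjusted p = 0.00552, 1 of 3 probes opposite over all ages), each on 4 of 4 arrays. CASP18, a caspase, was 2.69-fold lower (-1.43, SD 1.00, adjusted p = 0.0375) and higher in HG on 1 of 4 arrays. In limma 42 probes passed, 5 higher and 37 lower (1093 at an unadjusted p under 0.05), and 23 genes, all lower. With only the 4 arrays of 5 wk limma called 0 probes (1349 at an unadjusted p under 0.05). Interferon and antigen presentation genes fell as a list (adjusted p = 1.66e-07, or 0.00406 with an estimated correlation, 2 members called and 5 adjusted over the list alone), as did coagulation genes (0.00117, or an adjusted p of 0.0109 with an estimated correlation). Coagulation genes, 4 of which are also hepatocyte markers, had a median of -0.39 at this age, and the hepatocyte markers one of -0.4.

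Ribosomal protein genes were higher in HG at 5 wk in 39 of 46 (10 adjusted over the list alone), at an adjusted p of 1.73e-11 that became 0.102 with an estimated correlation. The same adjusted p of 0.102 with an estimated correlation applied to translation factors (higher, 0.000425), proteasome genes (higher, 0.0186), adipocyte genes (lower, 0.0249) and hepatocyte markers (lower, 6.38e-05), and for cell cycle genes (higher, 0.0249) and matrix genes (lower, 0.0169) it was 0.186 and 0.36. ALB was at -1.47 and FASN at -0.07 at this age. The list of fatty acid and triglyceride synthesis was not shifted (10 of 19 positive, median 0, adjusted p = 0.968 in camera). The count of probes was 181 with scaled arrays, 13, 17 and 26 without replicate 1, 2 or 3 of 5 wk, and 78 without replicate 4. Without replicate 1, TIMP4 (0.176), PNPLA2 (0.0679), C1S (0.123), LOC422513 (0.305) and CASP18 (0.57) lost their calls, as did the lists of translation (0.0638), cell cycle (0.864), proteasome (0.278), adipocyte (0.314) and matrix genes, the last with its sign turned (0.796). Calls also ended without replicate 2 (C1S, 0.0731, LOC422513, 0.219), 3 (TIMP4, 0.0857, LOC422513, 0.116) or 4 (matrix, 0.117, adipocyte, 0.0949, proteasome, 0.0625), without replicate 2 of 3 wk or of 7 wk for LOC422513 (0.0509 and 0.0501) and without any 1 of 12 of the 24 arrays for CASP18, and without variance moderation LOC422513 (0.0677) and CASP18 (0.0701) did not pass.

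At 7 wk genes of fatty acid and triglyceride synthesis rose in HG. SCD was 3.0-fold higher (log2 1.58, SD 0.37, n = 4, adjusted p = 0.0191), ABHD3 2.93-fold (1.55, SD 0.34), ARL6IP5 1.94-fold (0.95, SD 0.39), LOC395611 1.9-fold (0.92, SD 0.34) and UQCRB 1.87-fold (0.90, SD 0.39), each on 4 of 4 arrays and with adjusted p-values up to 0.0386. FASN and DGAT2 rose as well, both by 0.70 (adjusted p = 0.0245 and 0.0192). The list of fatty acid and triglyceride synthesis was higher in 17 of 19 members, with 3 called, at an adjusted p of 8.61e-09 and of 0.00123 with an estimated correlation, while sterol synthesis did not pass (adjusted p = 0.0792). Lower in HG were MED27 (5.53-fold, log2 -2.47, SD 0.95, adjusted p = 0.0391), PNPLA2 (3.04-fold, -1.61, SD 0.52), the prostaglandin D synthase PTGDS (2.22-fold, -1.15, SD 0.59, higher in HG on 1 of 4 arrays), TGM2 (2.09-fold, -1.06, SD 0.51) and SLCO2A1 (1.85-fold, -0.88, SD 0.24), the last 4 with adjusted p-values of 0.0191 or 0.0192 and all but PTGDS lower on 4 of 4 arrays.

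Over all probes 38 passed at 7 wk in limma, 30 higher and 8 lower (1157 at an unadjusted p under 0.05), and 14 genes. From the 4 arrays of 7 wk alone limma called 0 (1972 at that unadjusted p), and the methods' t-test, applied to every probe, gave 829 unadjusted and 0 after correction. Matrix genes were higher (2.98e-06), as were adipocyte (0.0284), oxidative stress (0.0134) and proteasome genes (0.0125), and lipolysis (0.0407), coagulation (0.0407), interferon (0.0205) and hepatocyte genes (4.43e-05) were lower, but the adjusted p was 0.102 for each of these with an estimated correlation, and 0.435 for ribosomal genes (lower, 0.0205) and 0.371 for skeletal muscle markers (higher, 0.0373). PPARG stood at 0.45, CEBPA at 0.06, THBS2 at 0.64 and FGA at -1.51, and none of these passed. The count was 330 with array weights, 20 without the dye coefficient and 17 with scaled arrays, and 106 without replicate 1 of 5 wk, 63 without replicate 2 of 1 wk and 22, 7, 6 and 13 without replicate 1, 2, 3 or 4 of 7 wk. Without replicate 2, 3 or 4 every one of the 10 genes named for this age lost its call (SCD at 0.0883, 0.111 and 0.072), as PTGDS (0.0564) and MED27 (0.158) did without replicate 1, MED27 without 5 arrays of other ages (up to 0.0605) and LOC395611 without 3 (up to 0.0596). List calls ended without replicate 1 (ribosomal, 0.966, interferon, 0.106, muscle, 0.102), 2 (oxidative stress and coagulation, 0.0785, interferon, 0.0575, lipolysis, 0.109), 3 (proteasome, 0.189, adipocyte, 0.163, lipolysis, 0.143, muscle, 0.0541) or 4 (hepatocyte, 0.0876, coagulation, 0.331, adipocyte and lipolysis, 0.0844, muscle, 0.411), and those of lipolysis and coagulation without replicate 2 of 1 wk (both 0.0507) and of lipolysis without replicate 1 of 5 wk (0.0515). PTGDS (0.551), LOC395611 (0.312), SLCO2A1 (0.208), MED27, TGM2 and ARL6IP5 (0.0612 each) lost their calls without the dye coefficient, and UQCRB with quantile normalization (0.101).

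At 9 wk SCD (2.99-fold, log2 1.58, SD 0.40, adjusted p = 0.0168) and DGAT2 (1.97-fold, 0.98, SD 0.24, adjusted p = 0.00194) were the 2 genes that passed, higher in HG on 4 of 4 arrays each, and FASN was at 0.32. The list of fatty acid and triglyceride synthesis rose (adjusted p = 5.74e-07, or 0.00446 with an estimated correlation). Adipocyte (0.018) and oxidative stress genes (0.00388) were higher and interferon genes lower (0.00699), each at an adjusted p of 0.101 with an estimated correlation, and ribosomal genes (6.15e-07, or an adjusted p of 0.222 in that way) and smooth muscle markers (0.0262, or 0.278) were lower. In limma 19 probes passed, 16 higher and 3 lower, with 1315 under an unadjusted p of 0.05. From the 4 arrays of 9 wk alone it called 0 (1447 at that unadjusted p). With scaled arrays 0 probes passed, and with scaling or quantile normalization SCD (0.716 and 0.148) and DGAT2 (0.599 and 0.264) lost their calls. The count was 160 with array weights, 36 with a dye coefficient per age, 44 without replicate 2 of 9 wk and 36 without replicate 1 of 5 wk, and SCD lost its call without replicate 1, 3 or 4 of 9 wk (up to 0.0993), adipocyte genes likewise (up to 0.409), interferon genes without 2 (0.054), oxidative stress genes without 3 (0.134) and smooth muscle markers without 2, 3 or 4 (up to 0.23).

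At 11 wk the 4 genes that passed were lower in HG on 4 of 4 arrays. They were MED27 (6.45-fold, log2 -2.69, SD 1.03, adjusted p = 0.0474), TIMP4 (4.29-fold, -2.10, SD 0.75), BEND7 (2.38-fold, -1.25, SD 0.38) and TGM2 (2.27-fold, -1.19, SD 0.34), the last 3 at an adjusted p of 0.0129. SCD was at 0.96 (SD 0.28, adjusted p = 0.333) and FASN at 0.50. The list of fatty acid and triglyceride synthesis did not pass camera at this age (median 0.06, adjusted p = 0.0582). Matrix (0.0116) and oxidative stress genes (0.0111) were higher and ribosomal (0.00113) and interferon genes (0.00577) lower, and none of these lists kept its call with an estimated correlation (adjusted p of 0.638, 0.211, 0.638 and 0.152). In limma 18 probes passed, 8 higher and 10 lower, with 1051 under an unadjusted p of 0.05. From the 4 arrays of 11 wk alone it called 0 (1222 at that unadjusted p). Without replicate 2 of 11 wk the count was 0, without replicate 4 it was 1, with array weights 8 and with scaled arrays 4, all lower. MED27 lost its call without any 1 of 16 arrays (up to 0.187), TIMP4 without replicate 2 (0.112) or 4 (0.0729), BEND7 without 1, 2 or 4 (up to 0.143) and TGM2 without 1, 2 or 3 (up to 0.112), and list calls ended without 2 (matrix, 0.347, ribosomal, 0.0679), 3 (oxidative stress, 0.0537) or 4 (interferon, 0.128, oxidative stress, 0.389, matrix, 0.0785). With array weights MED27 (0.192), TGM2 (0.0667) and TIMP4 (0.0506) did not pass.

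Whether the difference between the lines itself changed with age was asked by the interaction test. OASL, an interferon-induced gene, was 1.72-fold higher in HG at 1 wk (log2 0.79, SD 0.18, 4 of 4 arrays) and 2.1-fold lower at 5 wk (-1.07, SD 0.63, 0 of 4 arrays higher), with 0.20, -0.31, -0.14 and -0.28 at 3, 7, 9 and 11 wk (adjusted p = 0.0406). DRG2, a GTP-binding protein, followed a similar course, at 0.83 (SD 0.24) at 1 wk, 0.28 at 3 wk, -1.20 (SD 0.69) at 5 wk and -0.19, -0.17 and -0.12 later (adjusted p = 0.0406). Both genes had 1 probe of opposite sign over all ages (of 5 for OASL and of 2 for DRG2). In the ranking of the test DGAT2 came next (0.16, 0.10, -0.16, 0.70, 0.98 and 0.21 from 1 to 11 wk, adjusted p = 0.088), then GPRC5C (1.00 at 1 wk and -1.38 at 5 wk, adjusted p = 0.16) and RNF213, an interferon-induced ubiquitin ligase (0.52 and -1.38, adjusted p = 0.177), none of which passed in this fit.

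The remaining 5 of the 10 genes ranked by this test did not pass either. PCDH1, a protocadherin, was at -1.41 at 1 wk and -1.21 at 5 wk, with 0.23 at 3 wk between them (adjusted p = 0.211), C1S at 0.76 and -1.51 (0.211), PNPLA2 at -0.50 and -1.77 with 0.18 at 9 wk (0.246), the protease ADAM10 at -0.48 at 1 wk and 0.47 at 11 wk (0.297, 1 of 2 probes opposite) and USP41 at 0.37 and -0.64 (0.399, 1 of 4 probes opposite). Over probes limma called 0 for the interaction, with 769 under an unadjusted p of 0.05, fewer than the 845 that would be reached by chance. At gene level it called 2 genes, where 301 were under that p and 309 would be by chance. The probe count was 6 over probes measured on all 24 arrays and 9 without replicate 4 of 5 wk, without which GPRC5C (0.00289) and RNF213 (0.000357) passed, and 1 without replicate 1 of 1 wk. OASL lost its call without any 1 of 19 of the 24 arrays (adjusted p up to 0.193) and DRG2 without any 1 of 21 (up to 0.193), and DGAT2 gained one without replicate 4 of 7 wk (0.0486), with print blocks centred (0.0384) and with a dye coefficient per age (0.0351), as GPRC5C did with scaled arrays (0.0492). Without the dye coefficient neither OASL nor DRG2 passed (0.175 each).

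**Figure D2:**
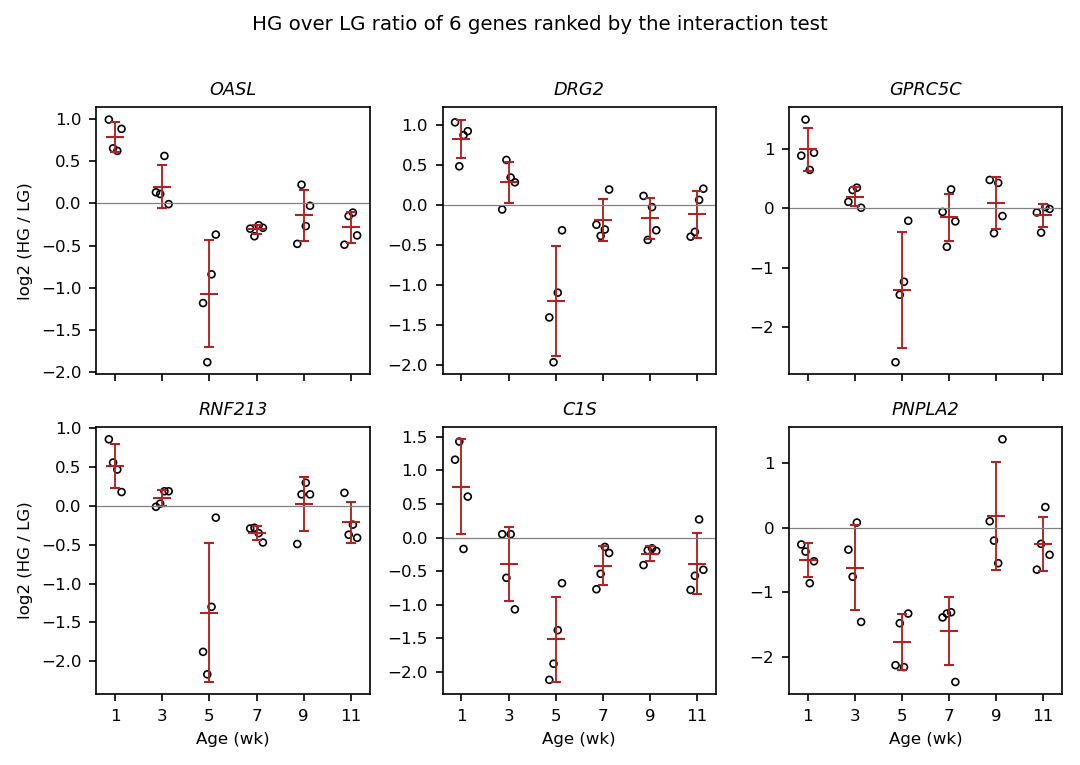
Log2 ratio of HG over LG (vertical axis) at each age in wk (horizontal axis) for 6 of the genes ranked by the interaction test. Circles are single arrays after the fitted dye effect was removed, 4 per age, red dashes are their mean, red bars are 1 SD, and the scale differs between panels. OASL and DRG2 lie above 0 at 1 wk (0.79 and 0.83) and below 0 at 5 wk (-1.07 and -1.20), and the other genes shown did not pass the test.

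Over the ages 2 lists moved along a linear trend in camera, against the other genes. The fry values given beside these test the trend against no change, which is a different question. The ratio of ribosomal protein genes declined, not steadily (adjusted p = 1.3e-14, or 0.145 with an estimated correlation and 0.185 with fry), with array medians averaging 0.12 at 1 wk (SD 0.05), -0.02 at 3 wk (SD 0.20), 0.26 at 5 wk (SD 0.16), -0.03 at 7 wk (SD 0.15), -0.21 at 9 wk (SD 0.09) and -0.12 at 11 wk (SD 0.10, n = 4 each). That of interferon genes declined as well, again not steadily (adjusted p = 0.00417, or 0.145 with an estimated correlation and 0.185 with fry), with 0.06 at 1 wk (SD 0.13), -0.14 at 3 wk (SD 0.11), -0.35 at 5 wk (SD 0.21), -0.11 at 7 wk (SD 0.12), -0.14 at 9 wk (SD 0.08) and -0.20 at 11 wk (SD 0.11), and the call was lost without replicate 1 of 1 wk (0.0818) or 4 of 11 wk (0.0584). Across genes, which are not independent replicates, the correlation of the log2 ratios of 2 ages had a median of 0.11 (0.02 to 0.21 over 15 pairs). Among probes higher in HG, overlaps of calls between the ages from 5 to 11 wk lay above those of independent lists. At both 7 and 9 wk 10 probes were higher in HG, where independent lists would share 0.028. The overlap was 7 at both 7 and 11 wk (0.014) and 7 at both 9 and 11 wk (0.0076). It was 5 for 5 wk with each later age (up to 0.0089). Among lower probes 0 were shared by 9 wk with 5 or 7 wk, and 1 to 4 in the other pairs of these ages (up to 0.022 for independent lists). No birds were shared between ages, but all ages shared an estimate of the spread and a dye coefficient per probe. Calls of 2 ages are thus not independent, and these values do not show how much overlap chance would give.

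**Figure D3:**
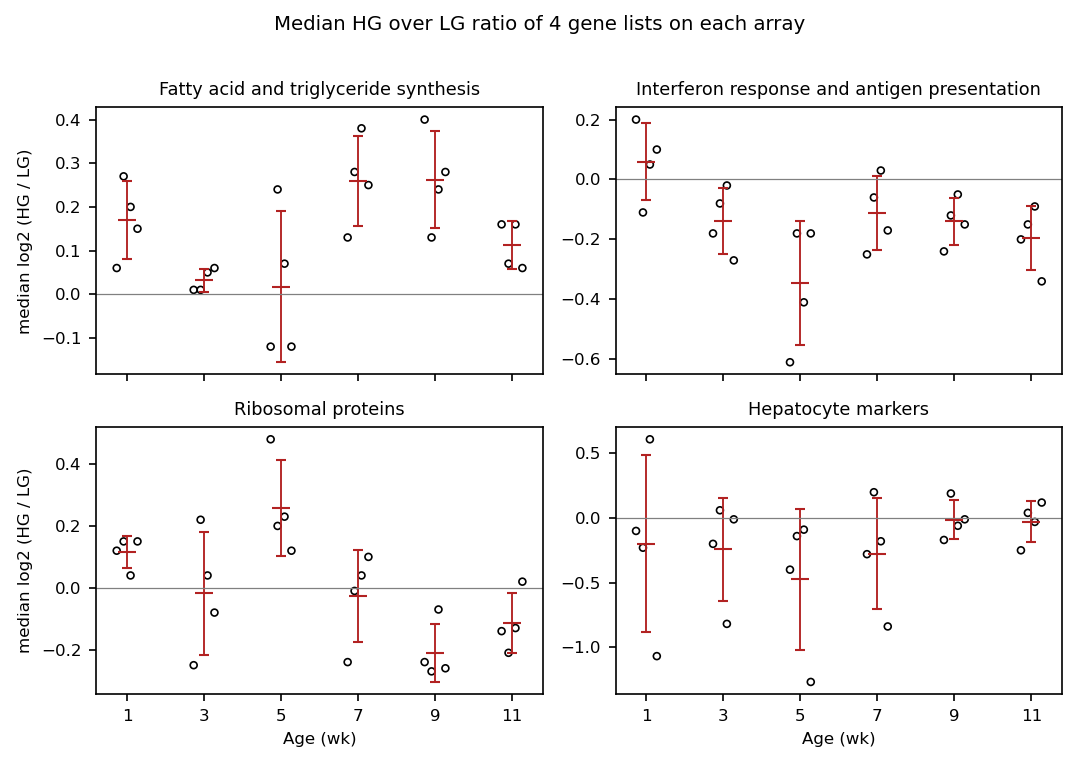
Median log2 ratio of HG over LG of the members of 4 gene lists (vertical axis) on each array at each age in wk (horizontal axis). Circles are single arrays after the fitted dye effect was removed, 4 per age, red dashes are their mean, red bars are 1 SD, and the scale differs between panels. Interferon genes are lowest at 5 wk (mean -0.35), ribosomal genes are highest at 5 wk (0.26) and lowest at 9 wk (-0.21), and hepatocyte markers spread widely, from -1.27 to 0.61.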

Values the study reported

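The study reported 312 genes for the main effect of genotype and 718 for the interaction of genotype with age at a false discovery rate of 0.05 or less. As ratios of HG over LG from 1 to 11 wk it listed 12.58 for FN1, 10.69 for SCD, -5.86 for TGM2 and -5.06 for MED27, where a minus sign stands for lower in HG. For the microarrays at 7 wk it gave fold changes of 3.53 for SCD, 5.18 for THBS2, 3.19 for CEBPA, 1.66 for PPARG and -7.91 for FGA. By qRT-PCR and by RNA sequencing at that age it reported the same directions for these genes. Those fold changes were larger than on the microarrays for SCD, PPARG and FGA, and smaller for THBS2 and CEBPA.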

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

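The exchanges of line labels and ages between arrays were set before their results were seen, and every other test in this part was chosen after the pattern it bears on had been seen. Of these, the tests of leukocyte share, of the order of the arrays and of a line difference in hepatocyte markers replaced less strict ones whose results had been seen. For each exchange, the HG and LG labels were turned on some arrays, or ages were exchanged between arrays of 1 dye orientation, and the calls were counted again. For the genotype effect 1 of 100 such splits, the real one, gave as many as 418 probes, and the highest of the others gave 1. This argues against chance for the count as a whole, as far as 100 splits can show, but not for single probes. An exchange also puts a true line difference into the spread, which can lower the counts of the other splits. Chance is likewise argued against for the count of 12 gene lists, which 1 of 100 splits reached, with 6 as the highest other. A test added later gave 9 without both lists the study drew from these arrays (1 of 100 splits, highest other 6). As other splits reached 6 lists, the call of a single list is not set apart from chance in this way. The fatty acid list shares 2 members with those the study drew. For the interaction, where limma called 0 probes (769 at an unadjusted p under 0.05 against 845 by chance, 2 genes at gene level), the highest other gave 1. As any split gives at least 0, 100 of 100 gave as many by necessity, and these exchanges decide nothing about chance there.

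Within 1 age there are 8 splits, too few for a share under 0.05 (the smallest is 0.125). At 1 wk and 3 wk, where limma called 0 probes (1183 and 560 at an unadjusted p under 0.05, against 845 by chance), 8 of 8 splits gave as many, as they must at a count of 0, with highest others of 2 and 0. At 5 wk (42 probes, highest other 1), 7 wk (38, highest other 0) and 11 wk (18, highest other 15) 1 of 8 splits gave as many. At 9 wk 2 of 8 splits gave as many as 19, and the other one gave 820. That split turned the labels of replicates 2 and 4, so that it compared red with green in place of the lines, and it points to a structure of the samples along the dyes. The same exchange gave the highest others at 1 wk and 11 wk. A dye bias of a single age was not told apart from other differences between those arrays. With a dye coefficient of its own for each age, 36 probes passed for the lines at 9 wk, 33 at 11 wk and 1 at 1 wk.

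Interferon genes were lower in HG at 5 wk, and their list, not called at 1 wk (adjusted p = 0.206), had a linear trend with age at an adjusted p of 0.00417, which was 0.145 with an estimated correlation. Of its members OASL alone passed for a difference between ages (adjusted p = 0.0406), as did DRG2 (0.0406), which is on none of the lists, and both calls were lost without most single arrays. A single array as the cause at 5 wk was argued against, since without any 1 of the 4 arrays the mean of the list's median stayed at -0.26 or lower. A smaller share of leukocytes in the HG birds stays open, though the leukocyte genes did not fall as a set. The 16 leukocyte genes had a median of -0.02 at 5 wk against -0.29 for the interferon genes (camera adjusted p = 0.51 for the leukocyte list). Their median per array averaged -0.02 (SD 0.08, n = 4). Single leukocyte genes went both ways (7 above 0, 9 below, SD over genes 0.31). The macrophage gene C1QC, at -1.08 without a call, goes with a smaller share but is 1 gene picked from the 16. Also open, and not tested, is whether the lines differ in their response, or whether infection or the separate housing of the lines in the first weeks could have caused a passing difference.

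The ratio of ribosomal protein genes fell with age along a linear trend, though not steadily, with an adjusted p of 1.3e-14 and of 0.145 with an estimated correlation. A dye bias that changed with age was argued against only weakly as the whole cause. The slope was -0.024 log2 per wk (SE 0.018) on arrays with LG in red and -0.034 (SE 0.012) on those with HG in red, where such a bias would give opposite signs. With LG in red the slope lay little further from 0 than its SE, so its sign is not settled. A chance order of the arrays stays open: with ages permuted, the largest correlation of any of the 26 lists was as far from 0 as this one's with p = 0.23 (permutation test). For this list alone, picked for its trend, the permutation p of the slope was 0.012, and over the 24 arrays its median correlated with age at r = -0.52 and rho = -0.56. A shared technical factor on ribosomal transcripts and a difference between the lines in how the tissue's growth changes with age are open too, and neither was tested.

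Hepatocyte markers were lower in HG, most at 5 and 7 wk, and spread widely between arrays (-1.27 to 0.61). Liver RNA in single samples is a possible explanation that stays open: the 22 markers measured on all arrays went together from array to array at a median correlation of 0.06, which 29 of 1000 random lists reached, against a median of -0.003 for such lists. The bound for arguing against it was lowered after this value had been seen, from the upper limit of the random lists (0.061), just under which the value lies, to their median. A difference between the lines in all birds is also open: the mean of the 24 array medians was -0.21 (SD 0.42, below 0 on 18 of 24 arrays), and with labels exchanged at random the largest mean over SD of any of the 26 lists was as far from 0 with p = 0.39 (permutation test), where the p of this list alone, picked for its values, was 0.023. The abundant liver genes ALB (-0.51), FGA (-0.47) and APOA1 (-0.25) all lay below 0, 4 of the 26 markers are also coagulation genes and 1 is on a list the study drew from these arrays, and ratios do not show which of them fat expresses itself.

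In groups of 4 arrays, a value far from the other 3 was found in 16 of 256 groups, where 12.8 are expected by chance (1 in 20). Replicate 4 of 3 wk had 1756 spots without a ratio (601 to 717 on the other arrays of its age) and a median log2 ratio of red over green of 0.32 (-0.129 to -0.075). That median was -0.318 for replicate 2 of 5 wk (-0.082 to -0.059) and -0.128 for replicate 3 of 11 wk (-0.012 to 0.01). PNPLA2 was at -2.39 on replicate 4 of 7 wk (-1.39 to -1.31) and C1S at -0.41 on replicate 1 of 9 wk (-0.20 to -0.16). List medians stood apart for oxidative stress genes (-0.14), endothelial markers (0.30) and pancreatic markers (-0.70) on replicate 2 of 1 wk. They also did for the genes the study listed as lower in HG on replicate 4 of 3 wk (-1.22) and of 9 wk (-0.41), and for those it listed as higher on replicate 1 of 9 wk (0.12). The others were translation factors on replicate 1 of 7 wk (-0.06), ribosomal genes on replicate 3 of 9 wk (-0.07), glycolysis on replicate 3 of 11 wk (-0.07) and endothelial markers on replicate 1 of 11 wk (0.16).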

How the results depend on the processing

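Of the alternative settings, 4 were chosen after seeing the data: centring by print block, a dye coefficient per age, the omission of both arrays in doubt, and a genotype effect without 1 and 3 wk. Centring on the array median, planned as an alternative, also became the reported setting after the array medians had been seen. The filling of missing values for camera was likewise chosen after a first look. The genotype effect of SCD, MGST1, UQCRB, LOC395611, NFASC, FAM20C, FASN, DGAT2, ABHD3, CCND1, MED27, HSD11B1B, TIMP4, TGM2, SLCO2A1, C4A, GNLY, SMARCAL1, HOXB3 and PNPLA2 passed with the same sign in every setting run for it and without any 1 array, and so did the lists of fatty acid synthesis, oxidative stress and interferon genes and both lists of the study, which were drawn from these arrays. Of the values of single genes under other settings 1320 kept their side of the threshold, 119 lost a call and 10 gained one, and for lists these were 923, 139 and 2. With 1 array left out they were 2139, 228 and 9 for genes and 1744, 77 and 2 for lists, with the 1 reversal of matrix genes at 5 wk without replicate 1 (adjusted p = 0.796, where the lowest with 1 array left out was 3.81e-05, without replicate 3 of that age). Where no call was involved, the sign changed in 10 of 3825 values of genes and 30 of 2888 of lists. The cause of these changes was not tested.

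Without the dye coefficient 158 probes passed for genotype, 20 at 7 wk and 4 for the interaction. As deposited the counts were 1 at 3 wk, 24 at 7 wk and 4 for the interaction, and the genotype calls split into 154 higher and 154 lower in place of 165 and 253. With arrays scaled to a common spread they were 10 at 3 wk, 181 at 5 wk, 17 at 7 wk, 0 at 9 wk and 4 at 11 wk (0 higher, 4 lower, against 8 and 10). The 0 at 9 wk is limma's, where without scaling 1315 probes had an unadjusted p under 0.05 and 19 passed. With quantile normalization the counts were 1 at 1 wk, 93 at 5 wk, 10 at 9 wk (7 higher, 3 lower, against 16 and 3), 6 at 11 wk (2 higher, 4 lower) and 2 for the interaction. Over probes on all 24 arrays they were 4 at 3 wk, 63 at 7 wk and 6 for the interaction. Array weights, lowest for replicate 2 of 9 wk (0.3), gave 662 for genotype (354 higher, 308 lower), 5 at 3 wk, 118 at 5 wk, 330 at 7 wk, 160 at 9 wk, 8 at 11 wk and 4 for the interaction. At gene level 126 genes passed for genotype, 23 at 5 wk, 14 at 7 wk, 2 at 9 wk, 4 at 11 wk and 2 for the interaction. At an adjusted p under 0.01 there were 178 for genotype, 20 at 5 wk, 10 at 7 wk, 11 at 9 wk and 0 at 11 wk. With only the 4 arrays of an age 0 probes passed at 5, 7, 9 or 11 wk, and the t-test of the 4 ratios against 0 at 7 wk, applied to every probe, gave 829 unadjusted and 0 after correction. With an estimated correlation 6 lists passed. Print blocks gave 2 at 3 wk, 29 at 9 wk and 5 for the interaction, and a dye coefficient per age 1 at 1 wk, 36 at 9 wk, 33 at 11 wk and 4 for the interaction. Without both arrays in doubt 61 probes passed at 7 wk, 290 for genotype, and the median correlation between ages was 0.06, and without 1 and 3 wk the genotype count was 334.

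Single calls for genotype were lost in further settings, given here at their highest adjusted p: GCLM (0.0961) and CCDC80 (0.0921) without both arrays in doubt, FAM21C (0.102) and APOA1 (0.176) without 1 and 3 wk, HK1 without the dye coefficient (0.359) and HSD17B7 with 1 probe per gene (0.835). GBP1 was also lost over probes on all 24 arrays (-0.10, adjusted p = 0.521), and BF2 as deposited (0.199). Calls were gained by CD36 with array weights (0.0485), PNPLA3 with quantile normalization, array weights and without both arrays in doubt (0.0407, 0.026 and 0.0191) and EIF4H as deposited, with array weights and with a dye coefficient per age (0.0309, 0.0148 and 0.0351). Of the lists, proteasome genes lost the call with 1 probe per gene (0.246), skeletal muscle without both arrays in doubt (0.241), smooth muscle with 1 probe per gene (0.126) and coagulation with print blocks (0.0625). Without a filter on missing spots MED27 was not called at 7 wk (0.199) or 11 wk (0.563), nor SLCO2A1 at 7 wk (0.293). At single ages fry did not pass matrix genes at 1, 3, 5 or 11 wk (0.446, 0.825, 0.382 and 0.572), ribosomal genes at 1, 7, 9 or 11 wk (0.359, 0.633, 0.222 and 0.572) or hepatocyte markers at 5 or 7 wk (0.129 and 0.176). Without both arrays in doubt the calls of fatty acid oxidation (0.384) and matrix genes (0.843) at 1 wk ended, and with array weights those of matrix genes at 5 wk (0.487) and smooth muscle at 9 wk (0.517).

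With 1 array left out, counts ranged from 311 to 497 for genotype, 0 to 2 at 1 wk, 0 to 3 at 3 wk, 13 to 78 at 5 wk, 6 to 106 at 7 wk, 13 to 44 at 9 wk, 0 to 26 at 11 wk and 0 to 9 for the interaction, lists from 9 to 13 and the median correlation between ages from 0.08 to 0.11. The replicate block gave 6 probes for the interaction and 356 for genotype. The numbers share only a name: deviations of same-numbered arrays of different ages correlated at medians of -0.06, -0.05, -0.05 and -0.11 for numbers 1 to 4, and 0 of 24 arrays matched best with their own number. The alternative with the sign turned was not run, as it exchanges higher and lower and leaves every count as it is. Signal over background was not used, so what dim spots limit is unknown here.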

Other observations

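Some of the 23 genes lower in HG at 5 wk are named here, chosen after their values were seen, and no list of complement genes was tested. ERAP1, which trims peptides for MHC class I, was at -0.96 (adjusted p = 0.0107), GBP1 at -0.81 (0.00723), RNF213 at -1.38 (0.00284), OASL at -1.07 (0.00284) and the complement gene C4A at -1.15 (0.0353), all in the gene-level fit with n = 4. TGM2 (-1.39, adjusted p = 0.00213) and the prostaglandin transporter SLCO2A1 (-1.13, adjusted p = 0.00213) were lower at that age as well. Over all ages the MHC class II gene DMA (-0.38, adjusted p = 0.0282, higher in HG on 7 of 24 arrays), the T cell costimulator ligand ICOSLG (-0.39, 0.00245, 3 of 24 arrays) and the peptidase CTSC (-0.26, 0.0106, 10 of 24 arrays, 1 of 2 probes opposite) were lower too.

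Other genes called for the genotype effect, also chosen after their values were seen, included the acid ceramidase ASAH1 (0.39, adjusted p = 0.0102, higher in HG on 21 of 24 arrays), the glutathione transferase MGST3 (0.35, 0.0477, 20 of 24 arrays) and the histone methyltransferase SETD2 (0.53, 0.00959, 18 of 24 arrays), all higher. Lower were the mitochondrial chaperonin HSPD1 (-0.32, 0.000712, 4 of 24 arrays, 1 of 2 probes opposite), the steroidogenic enzyme CYP17A1 (-0.35, 0.00943, 4 of 24 arrays) and the salt-inducible kinase SIK1 (-0.27, 0.015, 2 of 24 arrays).

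At gene level 126 genes passed for the genotype effect here. That is lower than the value quoted from the study above, to which the count of probes lies closer. The gene-level count leaves out the 195 called probes with no listed symbol. The study's 2-way analysis of variance used LOWESS-normalized intensities, where ratios without LOWESS were fitted here. Neither this comparison of counts nor that of the interaction is therefore like for like. For the interaction limma called 0 probes (769 at an unadjusted p under 0.05, against 845 by chance) and 2 genes. That is lower than the value quoted from the study above. SCD at 7 wk (3.0-fold), PPARG at 7 wk (log2 0.45) and MED27 over all ages (4.3-fold in favour of LG) lie within a factor of 1.5 of the values quoted from the study above. The ratio of SCD over all ages was 2.2-fold here, and that of TGM2 2.03-fold in favour of LG. Both are smaller than the values quoted from the study above. They average only the probes listed under each symbol here, and the study named its spots by its own annotation. Probes with no listed symbol, among them those at log2 3.43 and 3.21, were left out, and which genes they belong to is unknown here. FN1 was at 1.02-fold over all ages (log2 0.03, adjusted p = 0.913). That is smaller than the value quoted from the study above. At 7 wk the fold was 1.55 for THBS2, 1.04 for CEBPA and 2.85 in favour of LG for FGA. All are smaller than the microarray values quoted from the study above. The measurements by qRT-PCR and RNA sequencing were not compared here.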
